A study of Mus musculus with 14 samples. Its data were reported in "Lmo2 expression defines tumor cell identity during T‐cell leukemogenesis" (2018).

How the data were processed

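RNA was sequenced from the thymus of mice with Lmo2-driven T-cell acute lymphoblastic leukaemia (T-ALL) and from healthy thymus of wild-type (WT) mice. The sample labels describe frozen thymus as the source, while the methods of the study speak of blast cells for the models, a difference that was not resolved here. The 14 libraries carry separate sample labels with an age each and were taken as 14 animals, so that p-values measure the spread between animals. The labels gave 5 groups, and every library fell into 1 of them by its title. Sex was not labelled and was read from the counts of Xist and of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty.

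The authors prepared non-stranded TruSeq libraries, sequenced them as read pairs on a HiSeq 2000, converted the base calls with bcl2fastq (no version given) and aligned the reads with TopHat2 2.1.0 to the mouse genome mm10/GRCm38. The deposited table holds raw counts per gene, with no scaling, for each library. The study names the R package bamsignals for its values per gene. Each gene is listed with the start and end of its whole span, so reads in introns and in overlapping or antisense genes were counted too. The table has 46948 lines, of which 46946 were kept after repeated lines had been dropped, and 46451 of these identifiers (98.95%) were found in the GENCODE M21 annotation, from which gene symbols were taken. Genes of the mitochondrial chromosome are not listed. Coordinates are those of the table, on mm10/GRCm38.

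Total counts per library lay between 42985130 and 47667663. At this depth, a gene without counts in a library was set to a floor of 3 counts in that library before a fold was given as a bound. Shares of receptor segments in single libraries carry 95% Wilson intervals. Reads carried no molecular identifiers, so intervals and floors cover counting error only.

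Counts relative to library size (CPM) were scaled with the TMM method of edgeR 4.0.16 in R 4.3.3. Genes with at least 1 CPM in at least 3 of the 14 libraries were tested, which left 17087 genes. All 5 groups were fitted together with group means, so that they shared 1 estimate of the spread, and groups were compared with the two-sided quasi-likelihood F test of edgeR. Benjamini-Hochberg adjustment ran over the 17087 genes of a comparison, and an adjusted p of 0.05 was the threshold for a call. The standard error (SE) of a log2 fold change was taken as its absolute size divided by the square root of the F statistic. Group values are means of CPM with the standard deviation (SD) between libraries. Age differed between groups and hardly within them, so it was not a term. Comparisons were Rosa26-Lmo2+Sca1-Cre, Sca1-Lmo2 and Rosa26-Lmo2+Mb1-Cre each with WT, and Sca1-Lmo2 and Rosa26-Lmo2+Mb1-Cre each with Rosa26-Lmo2+Sca1-Cre. The single Rosa26-Lmo2+Aid-Cre library took part in the fit but in no test.

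Before the data were examined, 23 gene lists, the tests, their threshold and the alternatives were written down, and so was the rule for naming genes. The rule took Lmo2 in every library. For each comparison it took the 6 called genes with the largest rise and the 6 with the largest fall, among genes with a mean log2 CPM of at least 3 and no overlap between the libraries of both groups, without receptor segments and without symbols of predicted genes. For each list it took the 2 called members with the smallest adjusted p. Last came genes that the study named or whose promoter drove Cre or the transgene. Some genes under the rule were left out of the text for length, and some are not reported here. Of these genes, those whose span is shared with another gene that holds a comparable number of counts (0.1 times or more) were treated as uncertain.

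The lists were compared with all other genes by the two-sided camera test of limma 3.58.1 with its preset correlation between genes of 0.01, adjusted over the 23 lists of a comparison, and again with an estimated correlation. Members called were counted over all genes tested and adjusted over the list alone. The lists covered the LMO2 complex and the reported LMO2 program, early progenitors, the pre-TCR stage, T cell identity, selection and mature thymocytes, NOTCH1 targets, MYC and ribosome biogenesis, the cell cycle, T-ALL tumour suppressors, p53 targets, RAS-ERK output, pluripotency, interferon response, immediate-early and heat shock genes, and markers of B cells, germinal centre and plasma cells, myeloid cells, dendritic cells with MHC class II, thymic epithelium, stroma and endothelium, adipocytes, erythroid cells, and NK and cytotoxic lymphocytes. Several lists hold genes that thymocytes themselves express, and 4 of 18 pluripotency genes and 4 of 12 adipocyte genes passed the filter.

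Clonality was measured as the share of the counts of a receptor segment family held by its top segment, in libraries with at least 200 counts in the family. Tumour and WT libraries were compared by exact two-sided permutation tests of the mean share, adjusted over 5 families. A requirement of at least 3 libraries on each side was added after the counts were seen, and the Ighj family did not meet it. Similarity within models was the mean Pearson correlation of log2 CPM, with a prior count of 2, over the 500 most variable genes for pairs of the same model less that for pairs of different models, with an exact one-sided permutation test over all assignments of the 10 tumour libraries to models. The overlap between both comparisons that share the WT libraries was set against independent lists, against 20 simulations of unchanged groups with shared controls, and against splits of the WT libraries into 2 and 2.

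On data simulated with 1 spread for all groups, unlike here, 200 genes were given changes of 2, 4 or 8 times. With edgeR, between 1.49% and 14.9% of the changes of 2 times were recovered, between 58.2% and 85.1% of those of 4 times and between 83.3% and 97.0% of those of 8 times, and between 1.64% and 5.71% of its calls were false. With DESeq2 1.42.0 between 25.0% and 38.5% of the calls were false, and with limma-voom between 1.60% and 4.08%. A simulated list shifted 4 times was called by camera and no other simulated list was. Permutation p fell under 0.05 in 6 of 200 draws without a difference.

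The alternatives tried were DESeq2, limma-voom with weights per group, RLE scaling, library totals without TMM, no filter and a filter at 5 CPM, totals without receptor and predicted genes, a fit of only the 2 groups compared, the replicate number as a block, and leaving out each library in turn. Movement of a value was judged on the scale on which it is printed. Merging the first and the third Sca1-Lmo2 library, a correction for gene span and sex as a term were added after the data had been seen. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Human patient data of the study were not used here.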

Results

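RNA-seq counts were collected from the thymus of 14 mice in 5 groups. In Rosa26-Lmo2+Sca1-Cre mice (n = 3, 9 months old, 2 females and 1 male by their counts), Cre under the Sca1 promoter switches on Lmo2 from the Rosa26 locus in haematopoietic stem and progenitor cells, and expression is kept in all blood cells that derive from them. In Sca1-Lmo2 mice (n = 4, 7 to 8 months, 2 females and 2 males) the Sca1 promoter drives Lmo2 itself, with the aim of limiting it to stem and progenitor cells, though the study also describes Lmo2 in part of the thymic T cells of these mice. In Rosa26-Lmo2+Mb1-Cre mice (n = 2, 20 months, 2 males) the Rosa26 allele is opened in pro-B cells, and in the Rosa26-Lmo2+Aid-Cre mouse (n = 1, 22 months, male) in germinal centre B cells. Healthy thymus came from WT mice (n = 4, 4 months, 2 females and 2 males), so that the tumours came from older animals than the controls in every comparison with WT. The filter kept 17087 genes. Reads on long genes that are silent in thymus, a measure of background, came to 0.685 per kb in Rosa26-Lmo2+Sca1-Cre replicate 3 and to between 0.0126 and 0.0816 per kb in each of the other libraries. Reads on 7 nuclear copies of mitochondrial sequence, a possible sign of RNA quality, held 9.01%, 9.92% and 3.92% of the counts in Rosa26-Lmo2+Sca1-Cre replicates 1 to 3, 4.48% and 4.93% in Rosa26-Lmo2+Mb1-Cre and 6.72% in Rosa26-Lmo2+Aid-Cre, against 2.34% to 3.31% in Sca1-Lmo2 and 2.54% to 3.87% in WT. The spread between libraries, as the biological coefficient of variation, was 0.617 in Rosa26-Lmo2+Sca1-Cre, 0.549 in Sca1-Lmo2, 0.461 in Rosa26-Lmo2+Mb1-Cre and 0.299 in WT. Since all groups shared 1 estimate in the fit, p-values between tumour models rest on a spread that includes the lower one of WT.

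Lmo2, the gene targeted in every model, encodes an adaptor of haematopoietic transcription factor complexes and is kept low in normal thymocytes. In WT thymus Lmo2 stood at 3.13 ± 1.15 CPM (SD, n = 4), with 1.62 CPM in the lowest and 4.42 CPM in the highest library. It stood at 8.09 ± 2.16 CPM in Rosa26-Lmo2+Sca1-Cre (n = 3), at 12.6 ± 3.44 CPM in Sca1-Lmo2 (n = 4), at 5.46 ± 2.13 CPM in Rosa26-Lmo2+Mb1-Cre (n = 2) and at 22.1 CPM, or 1064 counts, in the Rosa26-Lmo2+Aid-Cre library. Against WT, Lmo2 rose by a log2 fold change of 2.00 (SE 0.360, adjusted p = 0.00374) in the libraries labelled Sca1-Lmo2 and of 1.37 (SE 0.374, adjusted p = 0.0216) in Rosa26-Lmo2+Sca1-Cre, and on the TMM scale all libraries of both groups lay above all WT libraries. In Rosa26-Lmo2+Mb1-Cre, an Lmo2-positive control in the study, the log2 fold change was 0.80 (SE 0.416, adjusted p = 0.150). The call for the Lmo2 fold, Rosa26-Lmo2+Sca1-Cre vs WT, was lost without replicate 1 of the model (adjusted p = 0.0698), without WT replicate 3 (adjusted p = 0.0542) and on library totals without TMM (log2 fold change 0.97, adjusted p = 0.102). Between Sca1-Lmo2 and Rosa26-Lmo2+Sca1-Cre the log2 fold change was 0.63 (adjusted p = 0.271), so no difference between models with lasting and with transient expression by design was detected. The span of Lmo2 (chromosome 2, 103957986 to 103981878) overlaps that of the antisense gene 4931422A03Rik (103966943 to 104028361). That gene held 0.973 to 1.32 times the Lmo2 counts. Shared reads over the span do not separate antisense, transgene and endogenous transcripts.

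**Figure D1:**
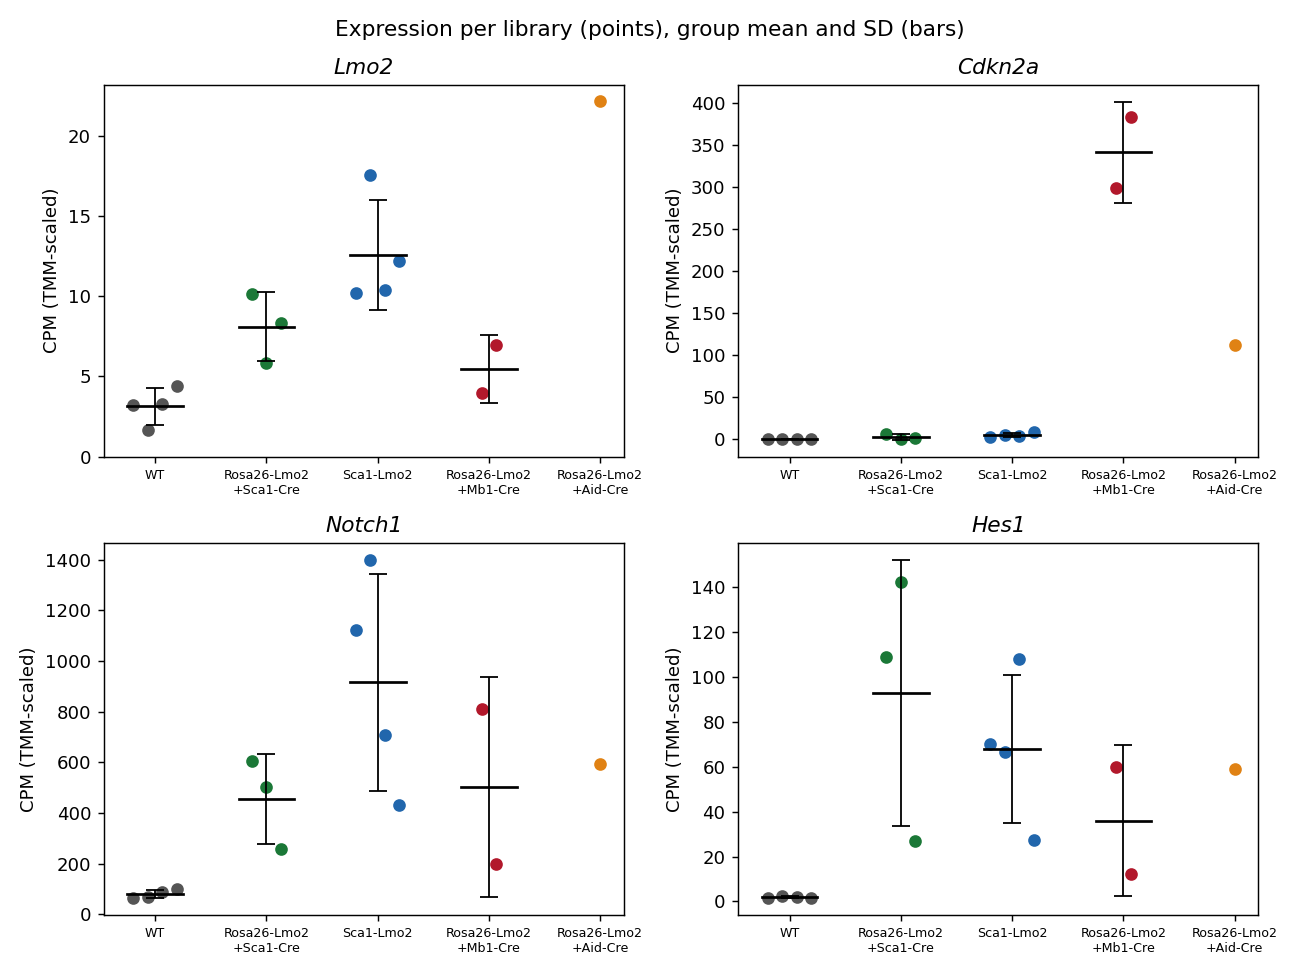
Abundance in CPM of Lmo2, Cdkn2a, Notch1 and Hes1 in each of the 14 libraries by group, with points for libraries and bars for the mean and SD of a group. Cdkn2a stood at 341 CPM in Rosa26-Lmo2+Mb1-Cre and at 0.255 CPM in WT, and Hes1 at 92.6 CPM in Rosa26-Lmo2+Sca1-Cre and at 1.97 CPM in WT.

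The comparison of Rosa26-Lmo2+Sca1-Cre with WT asked what leukaemic thymus with lasting Lmo2 expression expresses differently from healthy thymus. Hes1, a repressor switched on directly by NOTCH1, rose from 1.97 ± 0.368 CPM (n = 4) to 92.6 ± 59.2 CPM (n = 3; log2 fold change 5.55, SE 0.684, adjusted p = 0.00132). Cd5, which tunes signals of the T cell receptor and rises with positive selection, fell from 294 ± 27.5 to 76.2 ± 20.4 CPM (log2 fold change -1.95, SE 0.269, adjusted p = 0.00208). Egr2, a transcription factor induced by receptor signals in selection, fell from 25.1 ± 3.27 to 2.42 ± 0.661 CPM (log2 fold change -3.37, SE 0.357, adjusted p = 0.000766). Prss16, the thymus-specific serine protease of cortical epithelium, fell from 21.6 ± 6.61 to 0.566 ± 0.148 CPM (log2 fold change -5.24, SE 0.711, adjusted p = 0.00205). In all, 4589 of 17087 genes were called, 2820 higher and 1769 lower (61.5% higher), and 3501 of them changed at least 2-fold. The genes called higher had a median span of 11720 bp and those called lower of 21527 bp, against 17832 bp over all genes tested, and with a correction for gene span 2703 were higher and 1784 lower. With limma-voom 2880 genes were called. On library totals without TMM, 1586 were higher and 2960 lower (34.9% higher), since that scaling moved the median of all genes by -0.40. The number of calls fell to 2884 without Rosa26-Lmo2+Sca1-Cre replicate 1, to 2822 without its replicate 2, to 2194 without WT replicate 3 and to 1970 without WT replicate 4. Heyl, another NOTCH target, rose by 6.67 (SE 1.17) to 32.5 CPM, and Notch1 itself by 2.52 (SE 0.498, adjusted p = 0.00792) to 456 ± 178 CPM from 79.7 ± 15.4 CPM. Among the genes with the largest rise were Fbp1 (6.47, SE 1.11), a gluconeogenesis enzyme, the phospholipid flippase gene Atp8a2 (6.34, SE 1.08) and the ectoenzyme gene Bst1 (6.23, SE 0.342). The DNA sensor gene Ifi202b rose 182-fold, or by 12.01 on the log2 scale without WT replicate 2, the WT library with most of its counts in that group. Large falls were those of the potassium channel gene Kcnh6 (-5.58, SE 1.05), the chromatin remodeler gene Chd3 (-4.35, SE 0.805), the lysosomal protease gene Ctsl (-3.70, SE 0.464) and the semaphorin receptor gene Plxnd1 (-3.65, SE 0.641). Cd8a fell by 1.79 (adjusted p = 0.00985) and Cd8b1 by 2.19 on the log2 scale, whereas Cd4 was at -2.08 with an adjusted p of 0.0785, called without Rosa26-Lmo2+Sca1-Cre replicate 1 (-1.51), with DESeq2 (-2.05, adjusted p = 0.0179), with limma-voom (-3.26, adjusted p = 0.0289) and without a filter (adjusted p = 0.0310). The retinoblastoma gene Rb1 fell by 1.40 (SE 0.201), and the cyclin-dependent kinase inhibitor gene Cdkn2b rose by 3.16 (SE 0.765). Cdkn2a, which encodes p16INK4A and p19ARF, rose by 3.13 (adjusted p = 0.0229), but by 0.88 with an adjusted p of 0.321 without Rosa26-Lmo2+Sca1-Cre replicate 1, and its call was lost without WT replicate 3 or 4, with limma-voom (1.78, adjusted p = 0.209) and with only the 2 groups too. Cdkn1b fell by 1.43 (adjusted p = 0.0154), a call lost without Rosa26-Lmo2+Sca1-Cre replicate 1 (adjusted p = 0.0532). Fbxw7 (-0.68, adjusted p = 0.0320), Dntt (-2.02, adjusted p = 0.0385) and Cd3e (adjusted p = 0.0376) passed the threshold, and each call was lost without any 1 of several libraries of either group, with adjusted p up to 0.0956, 0.0963 and 0.0887. Fbxw7 and Cd3e also lost theirs with limma-voom (adjusted p = 0.0771 and 0.0569) and without a filter, Fbxw7 with the correction for gene span, and Dntt and Cd3e with only the 2 groups and with sex as a term. Myc was at 0.85 (adjusted p = 0.139) and was called only without Rosa26-Lmo2+Sca1-Cre replicate 3 (1.24). Trp53 (-0.15, adjusted p = 0.634) and Ly6a (0.67, adjusted p = 0.416) were not called, nor were Bcl11b (-0.53, adjusted p = 0.239) except without TMM (-1.03, adjusted p = 0.0321) and Cyld (-0.27, adjusted p = 0.530) except without replicate 3 of the model (-0.82). Of the genes named here Notch1, Bst1, Rb1 and Fbxw7 share reads with an overlapping gene and are uncertain to that extent.

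Of the 23 gene lists, 9 were called in Rosa26-Lmo2+Sca1-Cre against WT with camera at its preset correlation, and none with an estimated correlation (adjusted p of 0.0665 or more). Among selection and mature thymocyte genes the median log2 fold change was -1.55, with 0 higher, 9 lower and 10 not called (0 and 9 adjusted over the list alone; adjusted p = 1.25e-07, and adjusted p = 0.0665 with an estimated correlation). NOTCH1 target genes had a median of 1.29, with 6 higher, 0 lower and 10 not called (6 and 0 adjusted over the list alone; adjusted p = 0.00535, and 0.337 with an estimated correlation). MYC and ribosome biogenesis genes had a median of 0.64, with 7 higher, 0 lower and 24 not called (7 and 0 adjusted over the list alone; adjusted p = 0.000655, and 0.636 with an estimated correlation), among them the nucleolar methyltransferase gene Fbl (1.53, SE 0.332). T cell identity genes had a median of -0.60, with 0 higher, 8 lower and 15 not called (0 and 8 adjusted over the list alone; adjusted p = 0.000662, 0.312 with an estimated correlation, and 0.0600 without Rosa26-Lmo2+Sca1-Cre replicate 3). Markers of other cell types moved with the group. Stromal and endothelial cell markers had a median of 3.72 with 9 higher, 1 lower and 1 not called (10 and 1 adjusted over the list alone; adjusted p = 9.98e-08, and 0.0665 with an estimated correlation), and the matrix protein gene Mgp rose by 4.51 (SE 0.515). Myeloid cell markers had a median of 1.39 with 8 higher, 0 lower and 10 not called (8 and 0 adjusted over the list alone; adjusted p = 0.000655, and 0.354 with an estimated correlation), and the lipopolysaccharide receptor gene Cd14 rose by 4.09 (SE 0.693). Thymic epithelial cell markers had a median of -0.99 with 0 higher, 5 lower and 9 not called (0 and 5 adjusted over the list alone; adjusted p = 0.000464, and 0.312 with an estimated correlation). Adipocyte markers had a median of 2.15 with 3 of 4 higher (3 adjusted over the list alone; adjusted p = 0.0241, 0.312 with an estimated correlation, and 0.0508 without Rosa26-Lmo2+Sca1-Cre replicate 1). B cell markers had a median of -1.17 with 1 higher, 5 lower and 14 not called (1 and 5 adjusted over the list alone; adjusted p = 0.0455, and 0.636 with an estimated correlation), a call lost without Rosa26-Lmo2+Sca1-Cre replicate 1 (adjusted p = 0.0820), its replicate 3 (0.164) or WT replicate 1 (0.0842), and with Sca1-Lmo2 replicates 1 and 3 merged. The other 14 lists were not called. They included the LMO2 complex and reported LMO2 program (mean 1.62, 5 higher, 2 lower and 5 not called, and 9 and 2 adjusted over the list alone; adjusted p = 0.139), early progenitor and DN1-DN2 thymocyte genes (1.18, adjusted p = 0.839), RAS-ERK output genes (0.58, adjusted p = 0.839), T-ALL tumour suppressor genes (-0.27, adjusted p = 0.0902), pluripotency genes (3.10 over 4 genes, adjusted p = 0.330), erythroid cell markers (1.05, adjusted p = 0.291) and dendritic cell and MHC class II genes (-0.06, adjusted p = 0.304). Pre-TCR and recombination stage genes (-0.45, adjusted p = 0.0777) were called without Rosa26-Lmo2+Sca1-Cre replicate 2 (adjusted p = 0.000751). Cell cycle genes (-0.27, adjusted p = 0.0777, 31 of 31 not called) were called, as lower, without that library (0.000782), without WT replicate 1 (0.0244) or without WT replicate 4 (0.0193), and interferon response genes (-0.19, adjusted p = 0.0777) without Rosa26-Lmo2+Sca1-Cre replicate 1 (5.56e-05) or WT replicate 2 (0.0260). For p53 target genes (median 0.25, adjusted p = 0.909), immediate-early and heat shock genes (0.16, adjusted p = 0.619), germinal centre and plasma cell markers (median -0.15, mean 0.28, adjusted p = 0.518) and NK and cytotoxic lymphocyte genes (median -0.29, mean 0.28, adjusted p = 0.539) the median, the mean and the direction of the test differed in sign.

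**Figure D2:**
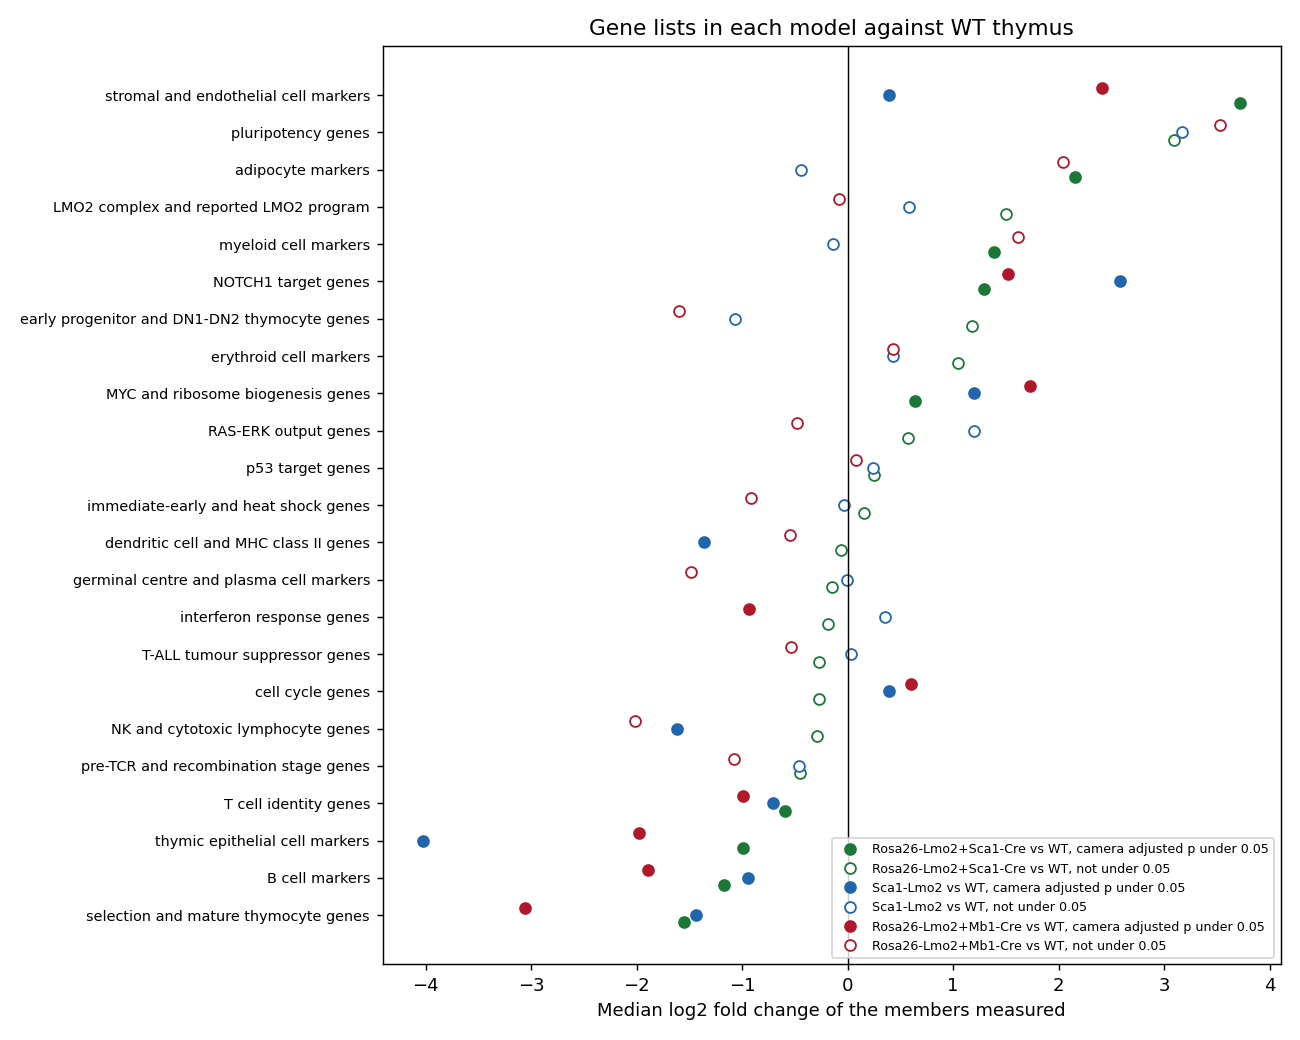
Median log2 fold change against WT of each of the 23 gene lists in Rosa26-Lmo2+Sca1-Cre, Sca1-Lmo2 and Rosa26-Lmo2+Mb1-Cre, with filled points for lists called by camera at its preset correlation. Selection genes lay at -1.55, -1.44 and -3.06 and NOTCH1 target genes at 1.29, 2.58 and 1.52 in the 3 models.

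The comparison of Sca1-Lmo2 with WT addressed leukaemia after Lmo2 expression that is meant to be limited to stem and progenitor cells. Notch1 rose from 79.7 ± 15.4 CPM (n = 4) to 916 ± 430 CPM (n = 4; log2 fold change 3.52, adjusted p = 0.00131), and its target Heyl to 111 ± 87.5 CPM from 0.315 ± 0.153 CPM (8.45, SE 1.24, adjusted p = 0.00157). Myc, a driver of growth and itself a NOTCH1 target, rose from 36.8 ± 5.85 to 168 ± 61.1 CPM (log2 fold change 2.19, SE 0.405, adjusted p = 0.00416). Prss16 fell from 21.6 ± 6.61 to 0.0941 ± 0.0692 CPM (log2 fold change -7.79, SE 0.718, adjusted p = 0.000179). In all, 3815 genes were called, 2072 higher and 1743 lower (54.3% higher), or 1359 higher and 1733 lower (44% higher) on library totals without TMM, which moved the median of all genes by -0.19. Median spans were 17578.5 bp for genes called higher and 20771 bp for those called lower. The number fell to 2491 without Sca1-Lmo2 replicate 1, 2368 without its replicate 3, 2362 without WT replicate 1, 2469 without WT replicate 3, 2230 without WT replicate 4 and 2541 with Sca1-Lmo2 replicates 1 and 3 merged. Hes1 rose by 5.11 (SE 0.658) to 68.0 CPM. Fbp1 (7.67, SE 1.15), Atp8a2 (6.33, SE 1.06) and the platelet-derived growth factor receptor gene Pdgfrb (6.00, SE 0.972) were among the largest rises, as was Ifi202b at 7.44, or 11.95 without WT replicate 2. The plasma cell proteoglycan gene Sdc1 rose by 5.63 (SE 0.947). Chd3 (-5.25, SE 0.744), the retinol metabolism gene Dhrs3 (-5.17, SE 0.740) and the kinase gene Hipk3 (-3.99, SE 0.921) were among the large falls. Cd5 (-1.83, SE 0.241), Egr2 (-3.49, SE 0.318) and the early activation antigen gene Cd69 (-2.63, SE 0.328) were lower, and so were Cd8a (-1.59, adjusted p = 0.00785) and Cd8b1 (-2.75, SE 0.423). Cad, a pyrimidine synthesis enzyme and MYC target, rose by 2.11 (SE 0.269), the replication helicase gene Mcm2 by 1.14 (SE 0.234) and the DNA methyltransferase gene Dnmt3b by 2.37 (SE 0.465). Cdkn2a rose by 4.22 (SE 0.851, adjusted p = 0.00612) to 4.80 ± 2.57 CPM. Etv6 rose by 0.92 (SE 0.204), a call lost without TMM (0.73, adjusted p = 0.0594), and the death receptor gene Fas fell by 2.74 (SE 0.510). Mycn, which stood at 1.68 CPM in WT, fell to 0.0315 CPM (-5.61, SE 0.937). Trp53 rose by 0.68 (adjusted p = 0.0314), but its call was lost without Sca1-Lmo2 replicate 1 or 3 or without any 1 WT library (0.59 at the lowest, adjusted p up to 0.0858), without TMM (0.48, adjusted p = 0.153), without a filter and with Sca1-Lmo2 replicates 1 and 3 merged. Cdkn1b fell by 1.27 (adjusted p = 0.0160), a call lost without Sca1-Lmo2 replicate 3 (-1.13, adjusted p = 0.0503) or WT replicate 4. Fbxw7 passed at -0.60 (adjusted p = 0.0412) and lost its call without Sca1-Lmo2 replicate 1, 3 or 4 or WT replicate 2, 3 or 4 (adjusted p up to 0.131), without a filter (adjusted p = 0.184), with only the 2 groups, with the same libraries merged and with sex as a term. Cd4 (-2.07, adjusted p = 0.0651), Dntt (-1.19, adjusted p = 0.151), Bcl11b (-0.09, adjusted p = 0.855), Cyld (-0.62, adjusted p = 0.144) and Ly6a (1.21, adjusted p = 0.148) were not called. Of these, Cd4 was called with DESeq2 (adjusted p = 0.0105), with limma-voom (0.0480), without a filter (0.0320) and with only the 2 groups (0.00112), Dntt (0.0120) and Cyld (0.0494) with only the 2 groups, and Ly6a with limma-voom (0.0425). Notch1 and Fbxw7 are the named genes here whose reads are shared with an overlapping gene.

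In Sca1-Lmo2 against WT, 10 lists were called at the preset correlation, and thymic epithelial cell markers alone kept the call with an estimated correlation. These markers had a median log2 fold change of -4.02, with 0 higher, 11 lower and 3 not called (0 and 11 adjusted over the list alone; adjusted p = 2.09e-11, and 0.0394 with an estimated correlation). MYC and ribosome biogenesis genes had a median of 1.20, with 22 higher, 0 lower and 9 not called (27 and 0 adjusted over the list alone; adjusted p = 2.38e-14, and 0.215 with an estimated correlation). NOTCH1 target genes had a median of 2.58, with 9 higher, 1 lower and 6 not called (10 and 2 adjusted over the list alone; adjusted p = 3.23e-05, and 0.161 with an estimated correlation). Selection and mature thymocyte genes had a median of -1.44, with 0 higher, 10 lower and 9 not called (1 and 10 adjusted over the list alone; adjusted p = 4.24e-07, and 0.0647 with an estimated correlation). Dendritic cell and MHC class II genes had a median of -1.37, with 0 higher, 11 lower and 4 not called (0 and 13 adjusted over the list alone; adjusted p = 1.04e-07, and 0.0812 with an estimated correlation), and the plasmacytoid dendritic cell gene Siglech fell by 5.03 (SE 0.804). T cell identity genes had a median of -0.71, with 0 higher, 7 lower and 16 not called (0 and 9 adjusted over the list alone; adjusted p = 0.000118, and 0.215 with an estimated correlation). Cell cycle genes had a median of 0.39, with 9 higher, 0 lower and 22 not called (10 and 0 adjusted over the list alone; adjusted p = 0.000817, and 0.507 with an estimated correlation). B cell markers had a median of -0.94, with 1 higher, 5 lower and 14 not called (adjusted p = 0.0336, and 0.507 with an estimated correlation), and lost the call without Sca1-Lmo2 replicate 4 (0.197) or WT replicate 1 (0.0589). Stromal and endothelial cell markers had a median of 0.39, with 4 higher, 0 lower and 7 not called (adjusted p = 0.0351, and 0.507 with an estimated correlation), and lost it without Sca1-Lmo2 replicate 4 (0.170) or WT replicate 2 (0.0542). NK and cytotoxic lymphocyte genes had a median of -1.62, with 2 higher, 5 lower and 8 not called (2 and 8 adjusted over the list alone; adjusted p = 0.0305, and 0.507 with an estimated correlation), and lost it without Sca1-Lmo2 replicate 2 (0.0559) or WT replicate 3 (0.0518). The activating receptor gene Klrk1 fell by 3.31 (SE 0.383). Of the 13 lists not called, pluripotency genes (3.17, adjusted p = 0.0702) were called without Sca1-Lmo2 replicate 2 (0.0157), germinal centre and plasma cell markers (-0.01, adjusted p = 0.150) without the same library (0.0188), and immediate-early and heat shock genes (-0.04, adjusted p = 0.0700) without Sca1-Lmo2 replicate 3 (0.0337) or WT replicate 4 (0.0416) and with Sca1-Lmo2 replicates 1 and 3 merged (0.0432). Median, mean and test differed in sign for 6 of them, among which myeloid cell markers (median -0.14, mean 0.23, adjusted p = 0.969), the LMO2 complex and reported LMO2 program (median 0.58, mean 0.19, adjusted p = 0.969) and T-ALL tumour suppressor genes (median 0.04, mean 0.15, adjusted p = 0.969) had the highest adjusted p.

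The comparison of Rosa26-Lmo2+Mb1-Cre with WT concerned T-ALL that arose after Lmo2 had been switched on in cells committed to the B lineage. Cdkn2a (chromosome 4, 89274471 to 89294653) rose from 0.255 ± 0.0451 CPM (n = 4) to 341 ± 60.2 CPM (n = 2; log2 fold change 10.37, SE 1.08, adjusted p = 0.000414). Cd69 fell from 82.9 ± 10.2 to 3.0 ± 0.304 CPM (log2 fold change -4.79, SE 0.496, adjusted p = 0.000414), and Egr2 from 25.1 ± 3.27 to 1.29 ± 0.135 CPM (-4.27, SE 0.450). In all, 6001 genes were called, 3362 higher and 2639 lower (56.0% higher), or 1837 higher and 3582 lower (33.9% higher) on library totals without TMM, which moved the median of all genes by -0.46. Genes called higher had a median span of 11125.5 bp and those called lower of 24702 bp, and with a correction for gene span 2907 were higher and 2789 lower. Without Rosa26-Lmo2+Mb1-Cre replicate 2 the number fell to 1607, with the remaining library of the group taken to vary like those of the other groups. H2-T3, a nonclassical MHC class I gene, rose by 7.46 (SE 0.993) to 277 CPM, Heyl by 6.65 (SE 1.20) and the NOTCH target Hey1 by 5.07 (SE 0.852). Hes1 rose by 4.19 (SE 0.677), or by 2.62 without replicate 1 of the model. Notch1 rose by 2.66 (adjusted p = 0.00450), a call lost without that library (1.30, adjusted p = 0.0968), and Myc by 1.60 (adjusted p = 0.0192), lost without replicate 2 (1.30, adjusted p = 0.160), without TMM (1.10, adjusted p = 0.0501) and with the correction for gene span (1.11, adjusted p = 0.0771). Chd3 (-5.86, SE 1.05), the immune GTPase gene Gimap3 (-5.41, SE 0.961) and the tetraspan gene Ms4a4b (-4.74, SE 0.815) were among the large falls that kept their call without any 1 library. Cd5 (-2.12, SE 0.319), Cd6 (-1.48, SE 0.272), Junb (-1.74, SE 0.309), Egr1 (-4.20, SE 0.624), Dusp5 (-2.30, SE 0.343) and the low-affinity IgE receptor gene Fcer2a (-4.17, SE 0.786) were lower too. The ornithine decarboxylase gene Odc1, a MYC target, rose by 2.02 (SE 0.276), Sdc1 by 4.77 (SE 0.969) and Cd14 by 3.75 (SE 0.721). Cdkn1b fell by 2.36 (SE 0.437, adjusted p = 0.00313). Mycn had no counts in either library, at least 21.1-fold lower than WT with a floor of 3 counts per library. Cd79a, part of the B cell receptor, fell by 3.70 (adjusted p = 0.00884), a call lost without replicate 2 (adjusted p = 0.0986). Pax5, the factor that fixes B cell identity, fell by 3.66 (adjusted p = 0.0264), a call lost without replicate 1, replicate 2 or WT replicate 4 (adjusted p up to 0.174) and with limma-voom (adjusted p = 0.101). Bcl11b (-1.33, adjusted p = 0.0221) lost its call without the same libraries (adjusted p up to 0.114) and with the correction for gene span (adjusted p = 0.0510). Ly6a, which encodes Sca1, was at -2.42 (adjusted p = 0.0329) and lost the call without replicate 1 (-1.60, adjusted p = 0.159), WT replicate 1 or WT replicate 3 and with limma-voom (adjusted p = 0.0546). Cd3e (adjusted p = 0.00574) and Fbxw7 (adjusted p = 0.00693) lost theirs without replicate 2 (adjusted p = 0.0759 and 0.0543). Cd4 (-2.05, adjusted p = 0.118), Cd8a (-1.10, adjusted p = 0.0629), Dntt (-1.32, adjusted p = 0.175), Cyld (-0.96, adjusted p = 0.0584) and Trp53 (0.41, adjusted p = 0.20) were not called. Of these, Cd8a was called with DESeq2 (adjusted p = 0.0218), limma-voom (0.0296), only the 2 groups (0.0189), no TMM (-1.53, adjusted p = 0.0164) and the correction for gene span (-1.51, adjusted p = 0.0175), and Cyld with DESeq2 (0.0306), limma-voom (0.0388), no filter (0.0492), only the 2 groups (0.00733) and merged Sca1-Lmo2 libraries. Cd4 was called with DESeq2 (0.0330) and only the 2 groups (0.00953), and Dntt without TMM (-1.88, adjusted p = 0.0463). Notch1 and Fbxw7 share reads here as above.

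In Rosa26-Lmo2+Mb1-Cre against WT, 9 lists were called at the preset correlation, and selection and mature thymocyte genes alone kept the call with an estimated correlation. Their median log2 fold change was -3.06, with 0 higher, 15 lower and 4 not called (0 and 16 adjusted over the list alone; adjusted p = 1.46e-10, and 0.0270 with an estimated correlation). MYC and ribosome biogenesis genes had a median of 1.73, with 29 higher, 0 lower and 2 not called (31 and 0 adjusted over the list alone; adjusted p = 1e-15, and 0.285 with an estimated correlation). B cell markers had a median of -1.90, with 0 higher, 9 lower and 11 not called (0 and 11 adjusted over the list alone; adjusted p = 0.00113, and 0.285 with an estimated correlation). T cell identity genes had a median of -0.99, with 0 higher, 7 lower and 16 not called (adjusted p = 0.00283, and 0.285 with an estimated correlation). Thymic epithelial cell markers had a median of -1.98, with 0 higher, 4 lower and 10 not called (adjusted p = 0.00283, and 0.285 with an estimated correlation), while stromal and endothelial cell markers had 2.41, with 6 higher, 1 lower and 4 not called (adjusted p = 0.00422, and 0.285 with an estimated correlation). NOTCH1 target genes had a median of 1.52, with 7 higher, 1 lower and 8 not called (8 and 1 adjusted over the list alone; adjusted p = 0.00901, and 0.285 with an estimated correlation), and lost the call without Rosa26-Lmo2+Mb1-Cre replicate 1 (0.0971). Interferon response genes (-0.93, 1 higher, 3 lower and 16 not called; adjusted p = 0.0238, and 0.457 with an estimated correlation) lost it without the same library (0.338). Cell cycle genes (0.60, 8 higher, 0 lower and 23 not called; adjusted p = 0.00809, and 0.457 with an estimated correlation) lost it without replicate 2 (0.171). Among the 14 lists not called, several were called without 1 library. These were myeloid cell markers (1.62, adjusted p = 0.0517) without Rosa26-Lmo2+Mb1-Cre replicate 1 (9.57e-05) or WT replicate 1 (0.0440), adipocyte markers (adjusted p = 0.0571) without replicate 1 of the model (0.00265), and RAS-ERK output genes (-0.48, adjusted p = 0.0517) without WT replicate 1 (0.0492). Without replicate 2 of the model, immediate-early and heat shock genes (-0.91, adjusted p = 0.0517 with all libraries) reached 0.0133, dendritic cell and MHC class II genes (-0.55, adjusted p = 0.0833) 0.00193, and NK and cytotoxic lymphocyte genes (-2.01, adjusted p = 0.0511) 0.00520. The call of the NK list also appeared without WT replicate 2 (0.0254) or 4 (0.0245), and that of the immediate-early list without WT replicate 4 (0.0295) and with sex as a term (0.0482). With the correction for gene span 4 of these lists were called, the adipocyte (0.0182), RAS-ERK (0.0372), immediate-early (0.0133) and NK lists (0.0267). Median, mean and test differed in sign for T-ALL tumour suppressor genes (median -0.54, mean 0.07, adjusted p = 0.119), p53 target genes (0.08 and -0.01, adjusted p = 0.902) and erythroid cell markers (0.43 and -0.18, adjusted p = 0.872).

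Sca1-Lmo2 was compared with Rosa26-Lmo2+Sca1-Cre to ask whether tumours after transient and after lasting Lmo2 expression differ. Erg, an ETS factor of stem cells and early thymocytes, fell from 10.6 ± 14.0 CPM (n = 3) in Rosa26-Lmo2+Sca1-Cre to 0.0682 ± 0.0540 CPM (n = 4) in Sca1-Lmo2 (log2 fold change -7.21, SE 1.21, adjusted p = 0.0103). The Rosa26-Lmo2+Sca1-Cre libraries stood at 0.338, 4.85 and 26.5 CPM in replicates 1 to 3, the first below the WT mean of 1.04 CPM and the last with the highest background, and without replicate 3 the log2 fold change was -5.18. Mgp was lower in Sca1-Lmo2, at 0.310 ± 0.0731 against 12.7 ± 9.22 CPM (log2 fold change -5.34, SE 0.536, adjusted p = 0.00258), and so was the MHC class II gene H2-Ab1, at 14.0 ± 4.01 against 68.9 ± 19.1 CPM (-2.30, SE 0.330, adjusted p = 0.00709). Cad was higher, at 104 ± 36.8 against 33.0 ± 6.58 CPM (log2 fold change 1.65, SE 0.293, adjusted p = 0.0114). In all, 1690 genes were called, 614 higher and 1076 lower in Sca1-Lmo2 (36.3% higher), or 793 higher and 722 lower (52.3% higher) on library totals without TMM, which moved the median of all genes by 0.21. Median spans were 17922.5 bp for genes called higher and 26137 bp for those called lower. The number fell to 1104 without Rosa26-Lmo2+Sca1-Cre replicate 2, to 945 without Sca1-Lmo2 replicate 2 and to 336 without Sca1-Lmo2 replicate 1. It was 709 with Sca1-Lmo2 replicates 1 and 3 merged, 73 with limma-voom, 3603 with DESeq2 and 0 with edgeR on only the 2 groups, where 3915 genes had an unadjusted p under 0.05. The signalling gene Syde1 (3.05, SE 0.497) and the attractin-like gene Atrnl1 (2.85, SE 0.593) were higher, and the calcium-binding protein gene S100a11 (-3.79, SE 0.469), the macrophage receptor gene Marco (-4.79, SE 0.867), Cd14 (-3.80, SE 0.684) and Col3a1 (-3.47, SE 0.562) were lower. These 10 genes kept their calls without any 1 library, but all lost them in the fit of only the 2 groups (adjusted p of 0.0562 or more), and Erg, Cad, Syde1, Atrnl1, Marco and Cd14 also with limma-voom. Uaca, a regulator of apoptosis, was higher at 3.58 (adjusted p = 0.0187), a call lost without Rosa26-Lmo2+Sca1-Cre replicate 2 (adjusted p = 0.0505). Dhrs3 was at -3.74 (SE 0.712), or at -1.93 without Rosa26-Lmo2+Sca1-Cre replicate 3. Zbtb16, the PLZF gene of innate-like lymphocytes, was lower at -5.94 (adjusted p = 0.0140), and it lost the call without Sca1-Lmo2 replicate 1 (adjusted p = 0.0514), as did S100a10 (-4.21, adjusted p = 0.0193, and 0.0592 without it), Mcm4 (1.43, adjusted p = 0.0195, and 0.0576 without it) and Rrp1b (0.96, adjusted p = 0.0162, and 0.0543 without it). Mcm2 (1.18, adjusted p = 0.0199) lost it without that library (0.0608) or Rosa26-Lmo2+Sca1-Cre replicate 1. The cytokine receptor gene Il7r was higher at 3.21 (adjusted p = 0.0425) and Trp53 at 0.83 (adjusted p = 0.0379), and each lost its call without any 1 of 5 libraries, namely Sca1-Lmo2 replicate 1, 2 or 3 and Rosa26-Lmo2+Sca1-Cre replicate 2 for both, replicate 1 for Il7r and replicate 3 for Trp53 (adjusted p up to 0.109 and 0.108). The 9 genes from Uaca to Trp53 also lost their calls with limma-voom and with only the 2 groups (adjusted p of 0.0651 or more), and Il7r and Trp53 with a filter at 5 CPM and with Sca1-Lmo2 replicates 1 and 3 merged. Notch1 (1.01, adjusted p = 0.193), Bcl11b (0.44, adjusted p = 0.387), Cd4 (0.00, adjusted p = 0.997) and Cd8a (0.19, adjusted p = 0.749) were not called. Cdkn2a (1.10, adjusted p = 0.367) was called only without Rosa26-Lmo2+Sca1-Cre replicate 1 (3.35), whereas Myc (1.34, adjusted p = 0.0673) was called without that library (1.82), without Sca1-Lmo2 replicate 4, with DESeq2 (adjusted p = 0.0209), without TMM, without a filter, with the correction for gene span and with sex as a term.

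Between Sca1-Lmo2 and Rosa26-Lmo2+Sca1-Cre 9 lists were called at the preset correlation and none with an estimated correlation (adjusted p of 0.270 or more). Cell cycle genes were higher in Sca1-Lmo2, with a median log2 fold change of 0.86, 8 higher, 0 lower and 23 not called (13 and 0 adjusted over the list alone; adjusted p = 2.36e-09, and 0.295 with an estimated correlation). Dendritic cell and MHC class II genes had a median of -1.90, with 0 higher, 6 lower and 9 not called (1 and 9 adjusted over the list alone; adjusted p = 6.55e-06, and 0.270 with an estimated correlation). Myeloid cell markers had a median of -1.98, with 0 higher, 7 lower and 11 not called (0 and 11 adjusted over the list alone; adjusted p = 1.48e-05, and 0.295 with an estimated correlation). Stromal and endothelial cell markers had a median of -3.03, with 1 higher, 6 lower and 4 not called (1 and 7 adjusted over the list alone; adjusted p = 0.000274, and 0.270 with an estimated correlation). Thymic epithelial cell markers had a median of -2.24, with 0 higher, 5 lower and 9 not called (0 and 8 adjusted over the list alone; adjusted p = 0.000615, and 0.295 with an estimated correlation). MYC and ribosome biogenesis genes (0.47, 5 higher, 0 lower and 26 not called; adjusted p = 3.5e-05, and 0.512 with an estimated correlation) and interferon response genes (0.62, 1 higher and 19 not called, 0 adjusted over the list alone; adjusted p = 0.00348, and 0.544 with an estimated correlation) lost their calls without Rosa26-Lmo2+Sca1-Cre replicate 3 (0.109 and 0.115). T-ALL tumour suppressor genes (0.29, 2 higher, 1 lower and 16 not called; adjusted p = 0.0473, and 0.374 with an estimated correlation) lost theirs without that library (0.160), without Sca1-Lmo2 replicate 1 (0.0592) or 2 (0.146), and with RLE scaling, the correction for gene span or sex as a term. In the same way adipocyte markers (-2.71, 0 higher, 3 lower and 1 not called; adjusted p = 0.0385, and 0.295 with an estimated correlation) lost their call without Rosa26-Lmo2+Sca1-Cre replicate 1 (0.0723) or Sca1-Lmo2 replicate 2 (0.0538), 3 (0.0773) or 4 (0.0811), with Sca1-Lmo2 replicates 1 and 3 merged and with sex as a term. Of the 14 lists not called, NOTCH1 target genes had a median of 0.47 (adjusted p = 0.167), selection and mature thymocyte genes of 0.07 (adjusted p = 0.409) and T cell identity genes of 0.03 with a mean of -0.14 (adjusted p = 0.931). Early progenitor and DN1-DN2 thymocyte genes (-1.06, adjusted p = 0.0881) were called without Rosa26-Lmo2+Sca1-Cre replicate 1 (0.00322) or Sca1-Lmo2 replicate 1 (0.0420), pre-TCR and recombination stage genes (0.36, adjusted p = 0.123) without Rosa26-Lmo2+Sca1-Cre replicate 2 (0.000769), NK and cytotoxic lymphocyte genes (-0.95, adjusted p = 0.0970) without the same library (0.0304), and immediate-early and heat shock genes (-0.42, adjusted p = 0.167) without Rosa26-Lmo2+Sca1-Cre replicate 1 (0.0279).

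Rosa26-Lmo2+Mb1-Cre was compared with Rosa26-Lmo2+Sca1-Cre to ask about the stage of allele opening, which cannot be separated from age (20 and 9 months). Cdkn2a was higher in Rosa26-Lmo2+Mb1-Cre, at 341 ± 60.2 CPM (n = 2) against 2.25 ± 3.14 CPM (n = 3; log2 fold change 7.25, SE 1.08, adjusted p = 0.0489). Without Rosa26-Lmo2+Sca1-Cre replicate 1 its log2 fold change was 9.50. Hey1 was higher, at 20.7 ± 19.7 against 0.206 ± 0.110 CPM (log2 fold change 6.66, SE 1.04, adjusted p = 0.0489). Dusp5, a phosphatase that acts on ERK, was lower, at 11.6 ± 2.01 against 54.8 ± 15.6 CPM (log2 fold change -2.24, SE 0.352, adjusted p = 0.0489). Only 36 genes were called, 21 higher and 15 lower (58.3% higher), with adjusted p between 0.0489 and the threshold, while 3000 genes had an unadjusted p under 0.05. DESeq2 called 1333 genes and limma-voom 1, and edgeR called 0 with RLE scaling (2998 at an unadjusted p under 0.05). It also called 0 with only the 2 groups (1581), with Sca1-Lmo2 replicates 1 and 3 merged (3009) and with sex as a term (2692). On library totals without TMM 10 were higher and 2 lower (83.3% higher). Median spans were 20183 bp for genes called higher and 40915 bp for those called lower. The count was 1 without Rosa26-Lmo2+Mb1-Cre replicate 2, 239 without its replicate 1, and 10, 209 and 95 without Rosa26-Lmo2+Sca1-Cre replicates 1, 2 and 3. The poly(ADP-ribose) polymerase gene Parp2 (2.08, SE 0.366, and 1.04 without Rosa26-Lmo2+Mb1-Cre replicate 2), the microRNA cluster host gene Mir17hg (1.98, SE 0.329), the mitosis gene Cdca2 (1.86, SE 0.319) and Odc1 (1.71, SE 0.299) were higher, and Gimap8 (-3.27, SE 0.575), Cd69 (-2.51, SE 0.447) and the phosphatase gene Ptprj (-2.29, SE 0.393) were lower. Each gene named for this comparison lost its call without Rosa26-Lmo2+Mb1-Cre replicate 2, and each except Cdkn2a also without Rosa26-Lmo2+Sca1-Cre replicate 1. Of the 21 genes called higher, 10 lie on chromosome 14, among them Parp2, Mir17hg and Cdca2. That chromosome holds 725 of the 17087 genes tested. Notch1 (0.14, adjusted p = 0.924), Myc (0.74, adjusted p = 0.469), Cd79a (-2.51, adjusted p = 0.154), Pax5 (-2.69, adjusted p = 0.233), Ly6a (-3.10, adjusted p = 0.0984) and Trp53 (0.56, adjusted p = 0.283) were not called, though Cd79a (adjusted p = 0.0201) and Ly6a (adjusted p = 0.00198) were with DESeq2.

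In the same comparison 10 lists were called at the preset correlation and none with an estimated correlation (adjusted p of 0.0650 or more). MYC and ribosome biogenesis genes had a median log2 fold change of 1.11, with 1 higher, 0 lower and 30 not called (19 and 0 adjusted over the list alone; adjusted p = 7.52e-18, and 0.166 with an estimated correlation). Cell cycle genes had a median of 0.94, with 31 of 31 not called (14 higher and 0 lower adjusted over the list alone; adjusted p = 3.08e-14, and 0.179 with an estimated correlation). Selection and mature thymocyte genes had a median of -1.15, with 1 lower and 18 not called (0 and 7 adjusted over the list alone; adjusted p = 3.85e-05, and 0.0902 with an estimated correlation). RAS-ERK output genes had a median of -1.40, with 1 lower and 15 not called (0 and 3 adjusted over the list alone; adjusted p = 0.000249, and 0.0902 with an estimated correlation). The LMO2 complex and reported LMO2 program had a median of -2.11, or -1.66 with Mycn at its bound, with 12 of 12 not called (0 and 6 adjusted over the list alone; adjusted p = 0.000529, and 0.0650 with an estimated correlation). B cell markers had a median of -1.31, with 20 of 20 not called (adjusted p = 0.00101, and 0.322 with an estimated correlation). Early progenitor and DN1-DN2 thymocyte genes had a median of -1.40, or -1.33 with Mycn at its bound (0 and 3 adjusted over the list alone; adjusted p = 0.00326, and 0.240 with an estimated correlation), and lost the call without Rosa26-Lmo2+Mb1-Cre replicate 1 (0.0898). Without the same library so did stromal and endothelial cell markers (-1.82, adjusted p = 0.0110, 0.322 with an estimated correlation, and 0.158 without it), immediate-early and heat shock genes (-0.82, adjusted p = 0.00643, 0.166 with an estimated correlation, and 0.277 without it) and NK and cytotoxic lymphocyte genes (-1.51, adjusted p = 0.00326, 0.339 with an estimated correlation, and 0.303 without it). The immediate-early list also lost it without Rosa26-Lmo2+Sca1-Cre replicate 2 (0.0530) and the NK list without replicate 1 (0.120). Of the 13 lists not called, myeloid cell markers (median 0.17, mean -1.31, adjusted p = 0.616) were called without Rosa26-Lmo2+Mb1-Cre replicate 1 (0.0312) or 2 (6.39e-05), with their median at -0.92 at the lowest and 0.87 at the highest when 1 library was left out. Without replicate 2 calls also appeared for dendritic cell and MHC class II genes (-0.40, adjusted p = 0.239, and 0.000101 without it), interferon response genes (-0.76, adjusted p = 0.243, and 0.000101 without it), p53 target genes (median 0.04, mean -0.18, adjusted p = 0.898, and 0.0126 without it), adipocyte markers (-0.01, adjusted p = 0.974, and 0.0227 without it) and germinal centre and plasma cell markers (-0.80, adjusted p = 0.0717, and 0.0227 without it). The germinal centre list was called too without Rosa26-Lmo2+Sca1-Cre replicate 1 (0.00154) and with sex as a term (0.0429), interferon response genes without replicate 2 (0.0477) or 3 (0.0218), and T cell identity genes (-0.32, adjusted p = 0.676) without replicate 3 (0.0429). NOTCH1 target genes (median -0.22, mean 0.01, adjusted p = 0.974) and T-ALL tumour suppressor genes (median -0.40, mean 0.15, adjusted p = 0.974) differed in sign between median and mean, and pluripotency genes (median 0.44, adjusted p = 0.974) and adipocyte markers between median and test.

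The single Rosa26-Lmo2+Aid-Cre library has no replicate and was not tested. Cdkn2a stood at 112 CPM, Notch1 at 594 CPM, Hes1 at 58.9 CPM, Heyl at 156 CPM and Prss16 at 0.0208 CPM, against WT means of 0.255, 79.7, 1.97, 0.315 and 21.6 CPM. Against the WT mean, 31 of 31 MYC and ribosome biogenesis genes lay higher (median log2 fold change 1.09), 13 of 16 NOTCH1 target genes (median 2.54), and 1 of 19 selection and mature thymocyte genes (median -2.49). Markers of other cell types moved in this library too, with 0 of 14 thymic epithelial cell markers (median -4.18), 9 of 11 stromal and endothelial cell markers (median 2.82) and 16 of 18 myeloid cell markers (median 1.47) above the WT mean. Cd79a stood at 13.4 CPM, against 14.1 CPM in WT.

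Clonality was read from the V and J segments of the receptor genes, since a clone carries few rearrangements. In WT thymus the top Trbv segment, Trbv13-2 in 4 of 4 libraries, held 13.1% ± 0.456 of the counts of its family (SD, n = 4). In tumours the top segment held 75.4% ± 15.6 (n = 10), from 47.9% (Wilson interval 47.6% to 48.3%) in Rosa26-Lmo2+Aid-Cre to 92.6% (92.2% to 92.9%) in Rosa26-Lmo2+Sca1-Cre replicate 2, higher than WT in 10 of 10 tumours (difference 62.3 percentage points, exact two-sided permutation p = 0.000999, the smallest that 1001 splits can give, adjusted p = 0.0025). The effective number of Trbv segments lay between 1.45 and 3.42 in tumours and between 17.7 and 17.8 in WT. The top Trbj segment held 66.9% ± 16.0 in tumours and 12.6% ± 0.440 in WT (exact two-sided permutation p = 0.000999, again the smallest possible, adjusted p = 0.0025). For Trav the shares were 10.5% ± 4.81 and 3.44% ± 0.179 (exact p = 0.0110, adjusted p = 0.0183). For Traj, with 4 libraries on each side, they were 49.5% ± 23.7 and 7.44% ± 1.97 (exact p = 0.0286, where 0.0143 is the smallest possible, adjusted p = 0.0358), and the adjusted p rose to 0.0714 without any 1 of the WT libraries. Sca1-Lmo2 replicates 1 and 3, which had the same top segments, count as 2 libraries in these tests and are 2 of the 4 tumours for Traj. With both merged, receptor segment clonality, Traj included, stayed past the threshold, with a difference of 37.3 percentage points for Traj (adjusted p = 0.0357). For Ighv, with 5 tumour and 4 WT libraries, they were 14.1% ± 6.10 and 8.71% ± 3.24 (exact p = 0.143, adjusted p = 0.143). Both Rosa26-Lmo2+Mb1-Cre libraries had 49 Ighv counts, under the limit of 200, so heavy chain segments of the model with Lmo2 opened in pro-B cells were not tested. The top Trbv segments were Trbv15, Trbv13-1 and Trbv20 in Rosa26-Lmo2+Sca1-Cre, Trbv20 and Trbv4 in Rosa26-Lmo2+Mb1-Cre, and Trbv5, Trbv4, Trbv5 and Trbv26 in Sca1-Lmo2.

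Pairs of tumours of the same model correlated more on average than pairs of different models over the 500 most variable genes, with a difference close to 0 for Rosa26-Lmo2+Sca1-Cre. The mean correlation across these genes, which are not independent replicates, was 0.417 over 10 pairs within models and 0.245 over 35 pairs between models (difference 0.173, exact one-sided permutation p = 0.00754 over 12600 assignments). It was 0.635 within Rosa26-Lmo2+Mb1-Cre, 0.461 within Sca1-Lmo2 and 0.257 within Rosa26-Lmo2+Sca1-Cre, where the mean with tumours of other models was 0.264, 0.212 and 0.241. Within Rosa26-Lmo2+Sca1-Cre replicates 1 and 3 correlated at only 0.0757. The similarity within tumour models fell to 0.0901 (exact p = 0.0468) without Sca1-Lmo2 replicate 1, which replicate 3 closely matches. Rosa26-Lmo2+Sca1-Cre and Sca1-Lmo2 shared 1814 genes called in the same direction against WT, 1045 higher and 769 lower in both, and 21 called in opposite directions. Independent lists of these sizes would share 522. Both comparisons use the same WT libraries, but 20 simulations of unchanged groups with shared controls gave 0 shared calls with edgeR, and at an unadjusted p under 0.05 they gave a mean of 155 and at most 205 against 3385 observed. With different WT libraries for each comparison, 172 to 519 genes were shared, where independent lists would share 8.24 to 165. The shared count fell to 1203, 1188, 912 and 779 without WT replicate 1, 2, 3 or 4.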

Values the study reported

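The study reported T-ALL in 96.7% (30 of 31) of its Rosa26-Lmo2+Sca1-Cre mice, in 18.5% (5 of 27) of its Rosa26-Lmo2+Mb1-Cre mice and in 5% (1 of 19) of its Rosa26-Lmo2+Aid-Cre mice. In 12 leukaemias of Sca1-Lmo2 mice it found loss of DNA copies of Cdkn2a and Cdkn2b in 2, loss of Bcl11b in 4 and gain of Myc in 8.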

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

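All 9 tests of explanations below were chosen only after the patterns had been seen, while the comparisons with other splits of the libraries had been planned.

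The Sca1-Lmo2 replicates 1 and 3, both female by their counts, shared the top segment in 4 of 4 receptor families (Trbv5, Trbj2-1, Trav3n-3 and Traj2), where any other pair of tumours shared it in 1 at most. Chance use of the same segments would not give profiles that correlate at 0.992 or more in every family, against 0.130 in the highest of the other 44 pairs, and a small share of 1 library mixed into the other would not leave the Trbv5 count at 603 and 483 CPM, a ratio of 0.802. Without receptor segments and sex-linked genes their expression correlated at 0.941, against 0.653 in the highest other pair, so 1 tumour sampled in both libraries is a candidate explanation. An earlier test on chromosome medians, which asked for the smallest difference of all 45 pairs, gave 0.179 for this pair, rank 3 behind 0.139 in the closest, and was replaced by the correlation after that miss was seen. The labels give the libraries ages of 7 and 8 months, which argues for 2 animals, and mislabelled material stays open next to spread of a tumour between animals, which was not tested.

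Lmo2 was higher in the libraries labelled Sca1-Lmo2 than in WT by a log2 fold change of 2.00. The study reports its loss in Sca1-Lmo2 tumours, by staining and, in sorted cells, by PCR and blot. Reads from background along the gene span are argued against by silent long genes, which had a log2 ratio to WT of -0.929, where at least 1.28 would be needed. More cells of other types that express Lmo2 stay open, since the medians of 0.39 for stromal and endothelial cell markers (mean 1.34, SD 2.24) and 0.43 for erythroid cell markers lie within the spread of their members from that bound. Labels exchanged between the Sca1-Lmo2 and Rosa26-Lmo2+Sca1-Cre groups are argued against as the source of the rise, since both groups were called above WT. An exchange of whole groups would leave the Sca1-Lmo2 tumours above WT, though the Rosa26-Lmo2+Sca1-Cre call was lost in some settings, as given above. Whether labels were exchanged at all was not settled, as the groups did not differ in Lmo2 by the test (adjusted p = 0.271). That 0 libraries stood with the other group cannot decide it, since an exchange of whole groups moves no single library. Chromosome 15 medians, given below, did not set the groups apart either. The study speaks of blast cells and the sample labels of frozen thymus. Transgene reads, antisense transcripts, T cells with Lmo2 outside the tumour, the endogenous gene in leukaemic cells and mouse age stay open, untested.

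Genes on chromosome 14 were higher in Rosa26-Lmo2+Mb1-Cre than in WT, with a median log2 fold change of 0.894 over 310 genes and 77.7% of them above 0, against 48.8% of 7933 genes on the other autosomes. Gene span bias is argued against by a median of 0.750 after a correction for span, and reads of the T cell receptor alpha and delta locus by a median of 0.843 over the 277 genes left without it. Medians of 4 successive stretches of the chromosome were 1.16, 1.21, 0.479 and 0.365, all above 0, so an extra copy of chromosome 14 may contribute as a hypothesis, but the values are uneven around the 0.585 that 3 copies in place of 2 would give. DNA copies were not measured here, and regulation along the chromosome stays open.

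In 3 comparisons 1 of 35 splits, the real one, called as many genes as were reported. For Rosa26-Lmo2+Sca1-Cre against WT it called 4589 genes, against 0 in the highest other split with edgeR. For Sca1-Lmo2 the counts were 3815 and 190 against WT and 1690 and 404 against Rosa26-Lmo2+Sca1-Cre, with replicates 1 and 3 taken as 2 tumours. The other splits mix both groups and 35 are few, so chance was not excluded. With both merged 2541 and 709 genes were called, and no other splits were run. The last count was 336 without Sca1-Lmo2 replicate 1 and 0 with edgeR on only the 2 groups (3915 at an unadjusted p under 0.05).

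In 15 of 302 sets of a group and a gene, 1 library lay far from the other 3, where chance finds about 1 in 20, or 15.1, and 14 of them follow. In WT replicate 4 Gsto1 stood at 4.68 CPM (7.35 to 7.71 in the others) and Prss16 at 11.9 (23.6 to 26.6). Mir17hg stood at 36.9 CPM in WT replicate 1 (40.3 to 40.6). Lin28b in replicate 3 and Pou5f1 in replicate 1 had 2 counts each (0.0378 and 0.0413 CPM), against 0 in the other WT libraries. In Sca1-Lmo2 replicate 4, Atp8a2 stood at 2.03 CPM (119 to 186), Gfra1 at 21.6 (307 to 503) and Cd79a at 1.95 (8.61 to 10.5). Myc stood there at 76.8 CPM (186 to 205). In Sca1-Lmo2 replicate 2, Exoc3l4 stood at 135 CPM (7.66 to 9.80), Rag2 at 156 (46.5 to 56.7) and Tctex1d1 at 3.76 (1.68 to 1.85). Spry4 stood there at 0.809 CPM (11.3 to 16.1) and Mgp at 0.202 (0.331 to 0.361). Rag2 and Gsto1 share reads with overlapping genes of 8.48 and 4.57 times their counts. Exoc3l4, Tctex1d1, Pou5f1 and Gfra1 share reads too.

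Among 34 direct contrasts of study genes between models, 2 passed the threshold. Trp53 was higher in Sca1-Lmo2 than in Rosa26-Lmo2+Sca1-Cre by a log2 fold change of 0.83 (adjusted p = 0.0379), a call lost without Sca1-Lmo2 replicate 1, 2 or 3 or Rosa26-Lmo2+Sca1-Cre replicate 2 or 3 (adjusted p up to 0.108). Cdkn2a was higher in Rosa26-Lmo2+Mb1-Cre than in Rosa26-Lmo2+Sca1-Cre by 7.25 (adjusted p = 0.0489), a call lost without Rosa26-Lmo2+Mb1-Cre replicate 2 (adjusted p = 0.140), with RLE scaling, only the 2 groups, merged Sca1-Lmo2 libraries or sex as a term (adjusted p of 0.0512 to 0.525).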

How the results depend on the processing

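Merging Sca1-Lmo2 replicates 1 and 3, the correction for gene span and sex as a term were chosen after the data had been seen. Of 5304 alternative values for 285 results of named genes, 4722 kept their direction and side of the threshold, 539 lost a call, 43 gained one and 0 reversed. In Rosa26-Lmo2+Sca1-Cre against WT the 4589 calls became 2880 with limma-voom and ranged from 1970 to 5019 without 1 library. In Sca1-Lmo2 against WT the 3815 became 2541 when merged and 2230 to 3855 without 1 library, and in Rosa26-Lmo2+Mb1-Cre against WT the 6001 became 1607 to 5464. In Sca1-Lmo2 against Rosa26-Lmo2+Sca1-Cre the 1690 became 3603 with DESeq2, 73 with limma-voom, 3902 with no filter, 865 at 5 CPM, 709 when merged and 336 to 2161 without 1 library, and edgeR on only the 2 groups called 0 with 3915 at an unadjusted p under 0.05. In Rosa26-Lmo2+Mb1-Cre against Rosa26-Lmo2+Sca1-Cre the 36 became 1333 with DESeq2, 1 with limma-voom, 12 without TMM, 159 with no filter, 122 at 5 CPM and 1 to 239 without 1 library. There edgeR called 0 with RLE scaling (2998 at an unadjusted p under 0.05), with only the 2 groups (1581), when merged (3009) and with sex as a term (2692). Fewer libraries explain part of the loss where libraries were left out or merged, and otherwise the cause was not tested.

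The replicate numbers did not pair the libraries, since correlations between libraries of the same number after centring within groups ran from 0.0931 to 0.150 for Rosa26-Lmo2+Sca1-Cre and WT and from -0.399 to -0.0913 for Sca1-Lmo2 and WT. With the number as a block the calls became 1367, 2527 and 3188 in the 3 comparisons with WT, 8 in Sca1-Lmo2 against Rosa26-Lmo2+Sca1-Cre and 0 with edgeR in Rosa26-Lmo2+Mb1-Cre against it (2246 at an unadjusted p under 0.05). The block also gave calls to lists that had none, namely pre-TCR and recombination stage genes in Rosa26-Lmo2+Sca1-Cre and in Rosa26-Lmo2+Mb1-Cre against WT and in Sca1-Lmo2 against Rosa26-Lmo2+Sca1-Cre, cell cycle genes in Rosa26-Lmo2+Sca1-Cre and pluripotency genes in Sca1-Lmo2 against WT, immediate-early and heat shock genes and NK and cytotoxic lymphocyte genes in Rosa26-Lmo2+Mb1-Cre against WT, and germinal centre and plasma cell markers in that comparison and against Rosa26-Lmo2+Sca1-Cre.

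The rise of Lmo2 in Rosa26-Lmo2+Sca1-Cre against WT was 0.97 without TMM (adjusted p = 0.102), 1.48 with the block (adjusted p = 0.0672) and 1.15 to 1.58 without 1 library. With an estimated correlation the calls among the 23 lists fell from 9, 10, 9, 9 and 10 to 0, 1, 1, 0 and 0, and without 1 library those in Rosa26-Lmo2+Mb1-Cre against Rosa26-Lmo2+Sca1-Cre ranged from 7 to 16. In that comparison the median of myeloid cell markers ranged from -0.92 to 0.87 and that of adipocyte markers from -2.07 to 0.52 without 1 library. The difference in the top Traj share ranged from 37.2 to 53.8 percentage points, and the genes shared between both models against WT from 779 to 2092. Depth limited the Traj, Ighv and Ighj families, in which some libraries had fewer than 200 counts.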

Other observations

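Medians of whole chromosomes were taken only after results had been seen, and none of the tests in this part were. Lmo1, a relative of Lmo2 that can drive T-ALL by itself, stood at 24.0 CPM in Rosa26-Lmo2+Sca1-Cre replicate 1 and at a mean of 0.0404 CPM in WT. It stood at 0.996 and 0.897 CPM in replicates 2 and 3 of that model, at 0.757, 0.0404, 1.20 and 6.13 CPM in Sca1-Lmo2 replicates 1 to 4, at 2.33 and 0.658 CPM in Rosa26-Lmo2+Mb1-Cre and at 0.0208 CPM in Rosa26-Lmo2+Aid-Cre. Its rise in Rosa26-Lmo2+Sca1-Cre (log2 fold change 7.67, adjusted p = 0.0136) was not called without this library (4.48, adjusted p = 0.0605). Vpreb3, a pre-B cell gene, rose against WT in Rosa26-Lmo2+Sca1-Cre (4.30-fold, adjusted p = 0.00503) and in Sca1-Lmo2 (3.54-fold, adjusted p = 0.00485), while most called B cell markers fell. Acaca, the first enzyme of fatty acid synthesis, rose in Rosa26-Lmo2+Mb1-Cre (1.66, SE 0.290) and in Rosa26-Lmo2+Sca1-Cre (1.20, SE 0.265), a call lost there without TMM (0.79, adjusted p = 0.0630). Stat2, which carries interferon signals, fell in Rosa26-Lmo2+Sca1-Cre (-0.89, SE 0.208) and in Sca1-Lmo2 (-1.24, SE 0.191). Car2, a carbonic anhydrase of erythroid and other cells, fell from 16.4 CPM in WT to 0.365 CPM in Rosa26-Lmo2+Sca1-Cre (-5.51, SE 1.08).

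Expression medians of whole chromosomes against WT moved in single tumours. On chromosome 15, which holds Myc, the median log2 ratio was 0.54, 0.60 and 0.56 in Sca1-Lmo2 replicates 1, 3 and 4, 0.51 and 0.40 in both Rosa26-Lmo2+Mb1-Cre libraries, and 0.49 in Rosa26-Lmo2+Sca1-Cre replicate 2. On chromosome 14 it was 0.59 in Rosa26-Lmo2+Aid-Cre, 0.57 and 0.52 in Sca1-Lmo2 replicates 1 and 3, and 0.68 and 0.99 in Rosa26-Lmo2+Mb1-Cre. The Rosa26-Lmo2+Aid-Cre library stood at 0.48 on chromosome 5 and at -0.43 on chromosome 16. In WT libraries no autosome lay further from 0 than 0.109.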
